A study of Mus musculus with 6 samples.

How the data were processed

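Messenger RNA was measured in 6 libraries of single mouse oocytes at the germinal vesicle (GV) stage, the stage before meiosis resumes, when the nucleus is still intact. Per the labels' protocols, cumulus-oocyte complexes (an oocyte with its surrounding follicle cells) of CD-1 mice, an outbred strain, were microinjected with water or with a mixture of phthalate metabolites, cultured in maturation medium and collected as GV oocytes. Phthalates are plasticizers, and their metabolites are the products the body makes from them. The dose and the members of the mixture are not stated in the labels. Libraries were made with Smart-seq3, a single-cell method in which an oligo(dT) primer starts reverse transcription, template switching extends the cDNA and PCR amplifies it. Per the labels, Nextera XT libraries were sequenced on a MiSeq as read pairs of 150 bp.

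The authors deposited whole-number counts per gene symbol, not normalized, for 25239 genes and 92 ERCC spike-in RNAs (synthetic RNAs of known amount added to a sample). Neither the labels nor the file header state the aligner, the counting tool, the genome build, the annotation, the use of strand or the handling of molecular identifiers. No coordinates are given for that reason. The RefSeq gene table of GRCm38 held 25148 of the 25239 symbols and was used for names and for which genes overlap, and GENCODE M21 transcripts were used for transcript length and GC content. In every library more genes had a count of 2 than a count of 1, so both mates of a read pair appear to enter the counts.

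The labels' titles describe each library as a GV oocyte and number the libraries of a group 1 to 3, without naming an animal or a culture. The labels' protocol can also be read as 1 oocyte per group. Each library is called an oocyte here, on the titles. Whether the 3 libraries of a group came from 3 oocytes or were amplified separately from 1 is not settled, and in the latter case differences between them would be technical. Oocytes of unknown origin are not independent replicates of a treatment, so each group was treated as 1 sample. Tests with each oocyte as a replicate (edgeR and the set test camera, with exact permutation tests) had been planned before the data were examined, together with the gene lists, the cell type markers, the gene filter and most alternatives. They were computed and are not reported, because the labels do not give the replicates that they need. Group values are therefore sums over the 3 oocytes or means over them, given with the value of each oocyte, and no difference between the groups has a replicate check.

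ERCC counts stayed out of library totals and ratios. Total gene counts ranged from 252267 to 300917 per library. CPM (a count divided by the library total and scaled to 1000000) was computed from the deposited counts. The gene ratios covered 4644 genes that passed edgeR's filterByExpr (minimum count 10, minimum total count 15), which held from 91.5% to 93.1% of the counts of a library. For each gene the counts of a group were summed, divided by the group total scaled by TMM factors (edgeR 4.0.16, R 4.3.3), and given as the log2 ratio of phthalate over water with no pseudocount. A sum of 0 was set to 3 counts. The 95% interval of a ratio is the exact (Clopper-Pearson) interval of 2 counts given their sum. These intervals, and the exact binomial intervals of shares, cover counting error only. PCR copies and paired mates are not independent molecules, so the true counting error is wider, and the spread between animals is outside the intervals altogether.

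Named genes are the 3 with the largest ratio in each direction among the 2784 genes with a mean count of at least 20. This rule of size was chosen after the data were seen, in place of a planned rule that needed p-values. Overlapping genes are stated where a named gene has them, since the use of strand is not stated.

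Of 14 gene lists, 12 had at least 5 genes among the 4644. The list of mitochondrially encoded genes matched 0 genes of the table, so the planned mitochondrial share was not analysed here. The list of cumulus and granulosa markers had too few genes for a ratio and was used as a share of counts. The other lists were oocyte identity, meiotic maturation, maternal RNA decay and storage, antioxidant, DNA damage response, apoptosis, PPAR and fatty acid metabolism, xenobiotic metabolism, chromatin and DNA methylation, nuclear oxidative phosphorylation, cytosolic ribosomal protein and proteasome. Each list's median log2 ratio was placed among 10000 random lists of its size, matched on abundance in 20 bins. Under each alternative and in the simulation 1000 random lists were used. Its percentile describes these libraries and is not a test of the treatment. The random lists were not matched on length or GC content, and their genes were drawn without regard to which genes vary together. A list whose genes vary together can thus reach an extreme percentile more often.

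Genes detected were counted after thinning each library to the smallest total (the expected number under draws without replacement). Distances between libraries were root-mean-square differences of log2 CPM over the 4644 genes (TMM, prior count 2). Pairs of libraries were compared by a chi-square test over genes with at least 20 counts in the pair, on the counts divided by 2 and rounded up, to see whether any library had been entered more than once. That test compares libraries, not conditions, and does not exclude separately amplified libraries of 1 oocyte.

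The ratio and list steps were tested on simulated Poisson counts for the comparison of phthalate with water, over 4644 genes. With 200 genes changed 4-fold, their median log2 ratio was 2.05 and 95.5% of the intervals held the true value. With 200 genes changed 2-fold, the median was 0.98 and 94.0% of the intervals held it. The simulated counts had no paired mates, PCR copies or spread between oocytes. Those shares therefore say nothing about how well the intervals cover in the real counts. A proteasome list raised 1.5-fold had a median log2 ratio of 0.58 and was placed at percentile 100. Unchanged, the list was placed at percentile 92.6. The check does not cover smaller shifts than that of the raised list. Alternatives were other normalizations, other gene filters, each oocyte left out, other detection and distance measures, and, chosen after the data were seen, counts halved to read pairs and the gene Rn45s left out. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used.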

Results

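Transcript counts were obtained from 3 libraries of GV oocytes injected with water and 3 of GV oocytes injected with a mixture of phthalate metabolites. Each library is called an oocyte after its title, although the labels leave open whether the libraries of a group came from different oocytes. The comparison addresses how the mixture affects the transcriptome of the oocyte. Total gene counts were 269491, 300917 and 283777 in water oocytes 1, 2 and 3, and 252267, 295040 and 274918 in phthalate oocytes 1, 2 and 3. Summed over oocytes, the water group had 854185 counts and the phthalate group 822225. The labels name no animal or culture, so each group counts as 1 sample and no difference below was tested against the spread between animals.

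Of the 25239 genes, 12804 had a count in at least 1 library. ERCC spike-in counts were 753, 338 and 313 in the water oocytes and 443, 498 and 292 in the phthalate oocytes. There were 358, 890 and 907 gene counts per ERCC count in the water oocytes, and 569, 592 and 942 in the phthalate oocytes. The values of the groups overlapped, and the range within the water group alone spanned most of the range over all libraries.

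Counts of small value were mostly even. In water oocyte 1, 435 genes had a count of 1 and 1616 had a count of 2, and in phthalate oocyte 1 the numbers were 457 and 1616. Even values made up from 68.0% to 71.1% of all counts from 1 to 20 in a library.

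**Figure D1:**
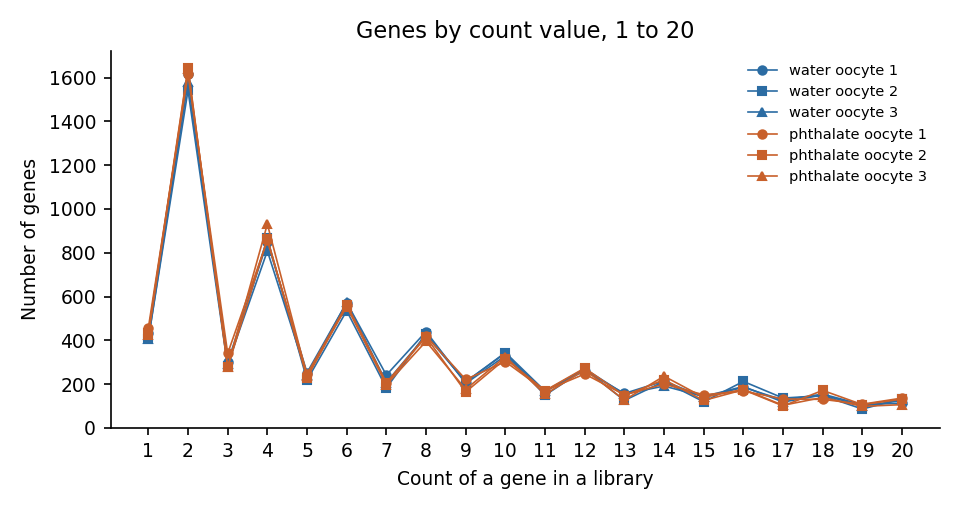
Number of genes (vertical axis) at each count value from 1 to 20 (horizontal axis), with 1 line per oocyte, blue for water and orange for phthalate. Every library has more genes at a count of 2 than at a count of 1, and the alternation continues at higher even values.

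The libraries carried oocyte transcripts in high number. Gdf9, which encodes an oocyte-secreted growth factor, had 3296, 2268 and 2476 counts in the water oocytes and 2610, 2533 and 2184 in the phthalate oocytes. Zp3, which encodes a protein of the egg coat, had 861, 1004 and 863 counts in the water oocytes and 575, 923 and 1180 in the phthalate oocytes.

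RNA of the surrounding follicle cells was looked for with 20 cumulus and granulosa markers. They took 73 counts in the water group, a share of 0.00855% (95% exact binomial interval 0.00670 to 0.0107). In the phthalate group they took 58 counts, a share of 0.00705% (0.00536 to 0.00912). The intervals overlapped, but they cover counting error only and do not settle whether the shares differed. Most of these counts came from 1 marker, Nr5a2, with 64 counts in the water group and 39 in the phthalate group. The other markers went the opposite way, with 9 counts in the water group and 19 in the phthalate group, of which 14 were in phthalate oocyte 2. All 23 marker counts of water oocyte 2 came from Nr5a2. The total is therefore not shown to follow the amount of follicle cell RNA. Without Nr5a2 the difference between the groups was 0.00126 percentage points, so its sign rested on that marker. Leaving out water oocyte 1 reversed the difference between the groups, from -0.00149 to 0.000897 percentage points, and leaving out phthalate oocyte 3 reversed it to 0.000224.

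At an equal depth of 252267 counts, 9581, 9355 and 9385 genes were detected in the water oocytes and 9358, 9528 and 9144 in the phthalate oocytes. The mean over oocytes was 9440 for water and 9343 for phthalate, a difference of -96.8 genes. The ranges of the groups overlapped. Without phthalate oocyte 3 the difference was 2.95 genes, and requiring at least 5 counts for detection gave -180 genes.

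Every pair of libraries within a group differed by more than sampling noise. The chi-square per degree of freedom, on counts halved to read pairs, was 1.63, 1.45 and 1.21 for the water pairs and 1.52, 3.05 and 2.29 for the phthalate pairs. No library was therefore counted as a copy of another.

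Gene by gene, the ratio of phthalate to water was centred near 0. Over 4644 genes the median log2 ratio was -0.0015, and 90% of the genes lay between -0.73 and 0.65, a width of 1.38. The spread narrowed with abundance. Among 1860 genes with a mean count below 20, the corresponding limits were -0.88 and 0.81, and among 398 genes with a mean count from 100 to 500 they were -0.30 and 0.38. The alternative that moved the width most was the absence of a gene filter, with 3.04 over 12804 genes.

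**Figure D2:**
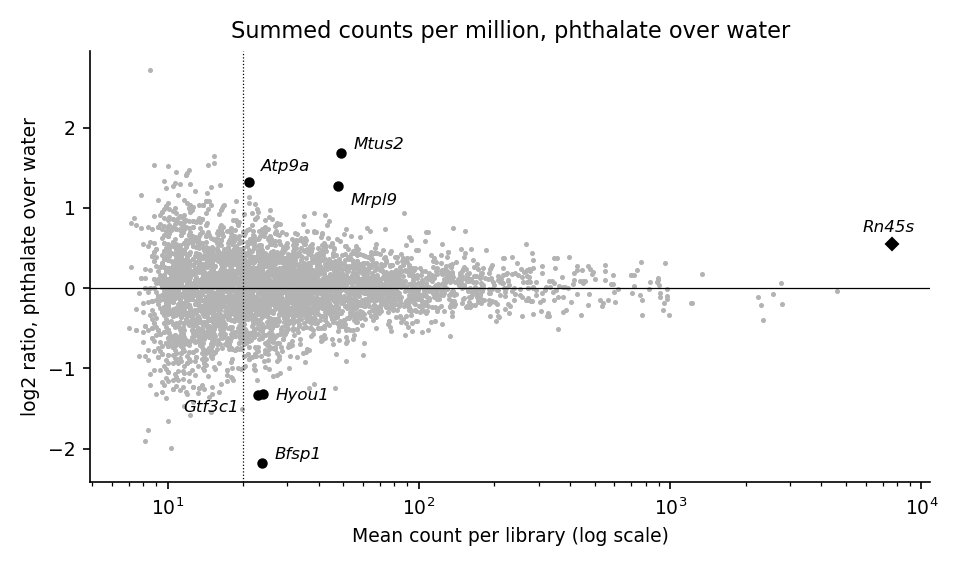
Log2 ratio of phthalate over water (vertical axis) against the mean count per library (horizontal axis, log scale), with 1 grey point per gene for 4644 genes and the dotted line at a mean count of 20. The black circles are the 3 genes with the largest ratio in each direction to the right of that line, and the diamond is Rn45s at 0.55.

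The largest ratio toward phthalate among 2784 genes with a mean count of at least 20 was that of Mtus2, which encodes a microtubule-associated scaffold protein. Its log2 ratio was 1.69 (95% interval 1.30 to 2.09), from 72 counts in the water group and 222 in the phthalate group. The counts per oocyte were 18, 42 and 12 against 62, 121 and 39. In CPM, the lowest phthalate oocyte (142) lay just above the highest water oocyte (140). Without phthalate oocyte 2 the ratio was 1.22, and without water oocyte 2 it was 2.34. The RefSeq table places the predicted genes Gm10167 and Gm46928 over Mtus2.

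Atp9a, which encodes a phospholipid-transporting ATPase, had a log2 ratio of 1.33 (0.76 to 1.92), with 37 counts in the water group and 89 in the phthalate group. Its CPM was 59.4, 46.5 and 24.7 in the water oocytes and 91.2, 132 and 98.2 in the phthalate oocytes. Mrpl9, which encodes a protein of the mitochondrial ribosome, had a ratio of 1.27 (0.90 to 1.65), with 86 and 199 counts. Its CPM was 92.8, 99.7 and 109 in the water oocytes and 333, 244 and 156 in the phthalate oocytes. A microRNA gene with 0 counts, Mir7004, overlaps Atp9a.

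The largest ratio toward water was that of Bfsp1, which encodes a beaded filament protein. Its log2 ratio was -2.18 (-2.86 to -1.55), from 118 counts in the water group and 25 in the phthalate group. The counts per oocyte were 54, 30 and 34 against 16, 0 and 9, and without phthalate oocyte 1 the ratio was -3.10. The ratio without phthalate oocyte 2, the oocyte with 0 counts, was -1.51. Genes that overlap Bfsp1 in the RefSeq table are Gm11686, Gm33648 and the ribosomal pseudogene Rps13-ps6.

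Gtf3c1, which encodes a subunit of a transcription factor of RNA polymerase III, had a log2 ratio of -1.33 (-1.91 to -0.78), with 100 and 38 counts. Its CPM was 145, 126 and 81.0 in the water oocytes and 75.3, 37.3 and 29.1 in the phthalate oocytes. Water oocyte 3, with 23 counts, thus lay just above phthalate oocyte 1, with 19. Hyou1, which encodes a chaperone of the endoplasmic reticulum, had a ratio of -1.32 (-1.88 to -0.78), with 104 and 40 counts. Its CPM was 96.5, 136 and 130 in the water oocytes and 63.4, 50.8 and 32.7 in the phthalate oocytes. For each of the 6 genes the CPM of the 3 phthalate oocytes did not overlap with that of the 3 water oocytes. Chance gives such a separation for 10% of genes when 3 independent values are set against 3. The labels do not establish that independence, and libraries that share an origin within a group would separate more often. The genes were picked as the most extreme of 2784, which by itself inflates their ratios.

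**Figure D3:**
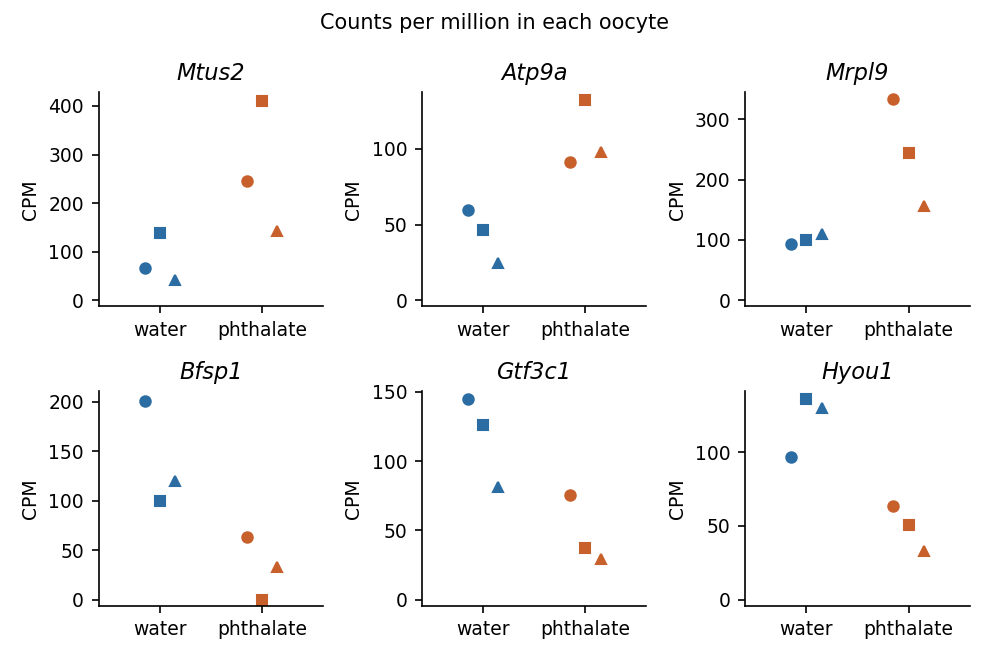
CPM (vertical axis, from 0) of the 6 genes in each oocyte, with circles, squares and triangles for oocytes 1, 2 and 3, blue for water and orange for phthalate. The 3 phthalate values lie above the water values for Mtus2, Atp9a and Mrpl9, and below them for Bfsp1, Gtf3c1 and Hyou1.

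Among the 12 gene lists, cytosolic ribosomal protein genes had the highest percentile. The median log2 ratio of their 75 genes was 0.11, with 49 genes higher and 26 lower in the phthalate group. That median lay at percentile 99.6 of random lists matched on abundance alone, without regard to genes that vary together. Leaving out water oocyte 3 lowered the median to 0.054 and the percentile to 85.8. Without that oocyte the proteasome list had the highest percentile, 93.1. Over all 13 alternatives the percentile ranged from 85.8 to 100.

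The other 11 lists lay between percentiles 7.3 and 58.8. The median log2 ratio was -0.072 for 19 oocyte identity genes (percentile 7.3), -0.068 for 71 nuclear oxidative phosphorylation genes (7.4) and -0.057 for 26 meiotic maturation genes (17.5). It was -0.15 for 11 DNA damage response genes (10.2), -0.13 for 10 antioxidant genes (11.3) and -0.086 for 7 apoptosis genes (25.1). For 5 xenobiotic metabolism genes it was -0.25 (11.9), for 14 chromatin and DNA methylation genes -0.039 (29.1), and for 5 PPAR and fatty acid metabolism genes -0.014 (55.0). The 16 maternal RNA decay and storage genes had a median of 0.0030 (47.6) and a mean of -0.0097, and the 32 proteasome genes a median of 0.025 (58.8). The median and the mean had the same sign in the remaining lists. Over the alternatives the percentile ranged from 0.8 to 43.7 for chromatin and DNA methylation, and from 7.3 to 93.1 for proteasome. It ranged from 0.7 to 29.2 for oocyte identity, from 1.8 to 39.2 for meiotic maturation and from 2.4 to 51.2 for xenobiotic metabolism. The place of these lists among random lists thus depended on the alternative.

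The root-mean-square difference of log2 CPM averaged 0.668 over pairs of libraries from different groups and 0.662 over pairs from the same group, a difference of 0.00672. With each oocyte left out in turn and the groups weighted equally, the difference ranged from -0.00956, without phthalate oocyte 2, to 0.0260, without phthalate oocyte 3. Within the water group the average was 0.629, and within the phthalate group it was 0.694.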

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

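The read-pair counts, the removal of Rn45s, the removal of Nr5a2 from the markers and the equal weighting of groups in the distances were alternatives chosen only after the result was seen. So were the use of sums and ratios in place of tests, the rule for naming genes and the random lists.

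For the 6 named genes and Rn45s the values of the groups do not overlap, so leaving out an oocyte cannot reverse the sign of a ratio and says nothing about its stability; only the size of the ratio can change. Leaving out 1 oocyte gave the range from 1.22 to 2.34 for Mtus2 and from -3.10 to -1.51 for Bfsp1. The width of the log2 ratios over genes rose from 1.38 to 3.04 without a gene filter, since 12804 genes were then included, many with few counts. Leaving out 1 oocyte gave widths from 1.48 to 1.58.

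Of 154 list medians under the alternatives, 16 changed sign. They belonged to lists whose median lay within the range of random lists, and ribosomal protein genes kept a positive median throughout. Nuclear oxidative phosphorylation moved to 0.039 without phthalate oocyte 1, and antioxidant to 0.10 without a filter. The cause was not tested.

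Leaving out 1 oocyte gave differences in cumulus and granulosa marker share from -0.00346 to 0.000897 percentage points, and in genes detected from -189 to 2.95. Without Nr5a2 the difference in marker share was 0.00126 percentage points. For the distance between groups minus that within groups the range was from -0.0137 to 0.0319 with each pair of libraries weighted alike. The negative values there, without a water oocyte, come from the weights, since 1 water pair then stands against 3 phthalate pairs. With the groups weighted equally the range was from -0.00956 to 0.0260, negative only without phthalate oocyte 2. The sign of each of these 3 measures rested on which oocytes were included.

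No paired analysis was possible because each group is 1 sample and the results come from no test. Alternatives that only change a test (DESeq2, limma-voom, robust fitting, fry, camera with estimated correlation and the replicate block) are not reported for the same reason. Those on mitochondrially encoded genes were not run, since 0 genes of the table carry that prefix. With 252267 to 300917 counts per library, 2784 of the 12804 genes with a count had a mean count of at least 20, and counting error spreads the ratios of the others most.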

Other observations

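The tests of read-pair counting, library size, GC content, transcript length, cumulus RNA, messenger RNA amount and histone transcripts were chosen only after the result was seen, as were Rn45s and its read-pair alternative.

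Even values made up 69.9% of all counts from 1 to 20 over the 6 libraries, and every library had more genes with a count of 2 than of 1. This is consistent with both mates of a read pair having been counted. The number of independent fragments would then be about 1 for each 2 counts, and intervals computed from the counts are too narrow. No biological explanation was tested for this pattern.

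The phthalate oocytes lay farther from each other than the water oocytes did. The mean distance was 0.694 within the phthalate group and 0.629 within the water group, a difference of 0.0659, and phthalate oocytes 1 and 3 were the most distant pair of all 15 (0.749). The difference depended on which library was left out. It was 0.0237 without phthalate oocyte 3, 0.0538 without phthalate oocyte 1 and 0.120 without phthalate oocyte 2. After thinning to one library size the difference was 0.0562, and after removal of each library's trend on GC content 0.0701. Phthalate oocytes 1 and 3 stayed the most distant pair both times, which argues against library size and GC content as the whole cause. Removing the trend on transcript length gave 0.0651 and moved almost no distance, so such a trend added little to the distances. Length bias that such a trend does not capture is not decided. RNA from cumulus cells stays open. The markers other than Nr5a2 had 3, 14 and 2 counts in phthalate oocytes 1, 2 and 3. In water oocytes 1, 2 and 3 they had 5, 0 and 4 counts. All markers together had 19 and 10 counts in phthalate oocytes 1 and 3. These counts are too few to decide. The counts that an amount of cumulus RNA large enough to cause the distance would bring are not known here. Also open are the treatment, the animal of origin, the quality of a single oocyte and the amplification of a single library, which the design cannot separate with 3 libraries of unnamed origin per group.

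Rn45s, the gene entry of the 45S precursor of ribosomal RNA, was picked out after its values were seen. Counts per gene symbol do not separate the precursor from mature ribosomal RNA. The RefSeq table gave no position for Rn45s, so genes that overlap it were not checked. Rn45s took 2.02%, 2.32% and 2.35% of the counts in the water oocytes and 3.54%, 2.89% and 3.38% in the phthalate oocytes. The summed shares were 2.24% (95% exact interval 2.21 to 2.27) and 3.25% (3.22 to 3.29), a ratio of 1.45. The 3 phthalate values lay above the 3 water values. Chance separates 3 independent values from 3 in one direction or the other for 10% of genes. Libraries that share an origin within a group would separate more often. Its log2 ratio was 0.55, with a range from 0.46 to 0.66 over 12 alternatives. A smaller amount of messenger RNA per phthalate oocyte would raise the share. Gene counts other than Rn45s per ERCC count had a phthalate over water ratio of 1.08 in the sums, but that measure varied within the water group from 351 to 885, too widely to decide. A larger yield of RNA without a poly(A) tail would raise histone transcripts as well. The share of replication-dependent histone counts had a ratio of 0.841 (0.589 to 1.22, on read pairs), from 142 and 115 counts over 59 genes. That lies below the 1.45 of Rn45s and goes against a yield that raised both alike. It is left open because the interval covers counting error only and the histone genes averaged under 1 count per gene and library, near the floor. Both explanations cannot be told apart from an effect of the treatment, and the number of oocytes leaves the animal of origin open too.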
